A study of Mus musculus with 2 samples. Its data were reported in "O-GlcNAcylation of Sox2 at threonine 258 regulates the self-renewal and early cell fate of embryonic stem cells" (2021).

How the data were processed

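RNA-seq profiles of mouse E14 embryonic stem cells (ESCs) and of E14-Sox2 TA/WT cells were analyzed, with 1 library per genotype. E14 is an established male mouse ESC line. E14-Sox2 TA/WT cells are a clone of E14 in which 1 allele of Sox2 carries the T258A change, introduced with CRISPR/Cas9 and a single-stranded DNA donor, and are named the mutant in plots. According to the study's methods, the parental cells were grown in serum with leukemia inhibitory factor (LIF), whereas the clone was selected and normally kept with 2i, the Mek and Gsk3 inhibitors PD0325901 and CHIR99021, which were removed some passages before use. Genotype, clone and culture history therefore differ together between the libraries.

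Polyadenylated RNA was made into Illumina libraries and sequenced on a NovaSeq instrument, per the labels and the study's methods. The authors deposited a gene table for the mm10 build (GRCm38) with 24532 rows and as many symbols, each with an Entrez gene ID and RefSeq transcript IDs. The read counts deposited by the authors are whole numbers without normalization. The deposited FPKM values are scaled per kilobase and to the number of fragments, and the deposited TPM values are scaled to a library sum that came to 993247 in E14 and 994155 in E14-Sox2 TA/WT cells. The aligner, the counting tool, their versions, the handling of strand and the treatment of reads that map to several genes are not stated, so genes that share sequence with a copy or overlap another gene are reported as uncertain. Within a library, TPM was a constant multiple of FPKM (1.94 in E14 and 2.15 in E14-Sox2 TA/WT cells) except at 72 genes. Total read counts were 60263536 in E14 and 44609228 in E14-Sox2 TA/WT cells. All columns of values in the table were used, and every row named a gene.

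The main comparison followed the filter and threshold of the study's methods. The ratio of TPM (mutant over E14) was taken without a pseudocount for genes with a TPM of at least 10 in at least 1 library, and genes that differed more than 2-fold were counted in each direction. A gene at TPM 0 in 1 library counted as past the threshold. Because each genotype had 1 library, no difference has a replicate check in these data, and no p-value is given. A 95% interval of each ratio was computed from the read counts with the exact Clopper-Pearson method and placed on the TPM scale. These intervals, and the floor of 3 reads, cover counting error only, since reads amplified by PCR are not independent molecules, and say nothing about variation between cultures. For a gene with 3 reads or fewer in 1 library, the fold was computed against 3 reads and is a lower bound. The floor of 3 reads corresponded to 0.0498 CPM (counts scaled to the total of the library) in E14 and 0.0673 CPM in E14-Sox2 TA/WT cells. The number of genes expected past the threshold from sampling of reads was taken from 100 simulated pairs of libraries drawn from the pooled proportions at the observed totals. The same draws with an assumed biological coefficient of variation of 0.1, 0.2 or 0.4 (negative binomial) served as illustrations only.

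Medians of log2((TPM + 0.1) ratio) were computed for 30 gene lists over members with a mean TPM of at least 1, of which 7 came from the study's text and 23 were written from general knowledge. Each median was set against 10000 random lists of the same size, in which each member was replaced by 1 of the 100 genes nearest to it in mean expression. The percentile describes these libraries and is not a test. The 95% interval of a list median was taken from 1000 Poisson redraws of the counts. The lists stand in for the self-renewal and early differentiation gene sets of the study, which rest on another series that was not analysed here. The same medians and percentiles were computed per chromosome, with gene positions from the RefSeq annotation of GRCm38, which held 24462 of the Entrez IDs and lacked 70. Medians in 10-Mb windows carry 95% bootstrap intervals over genes.

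The genes named were fixed by a rule: Sox2, all genes of the lists from the study, and the 8 genes higher and 8 genes lower whose counting interval lay farthest from no change. For the other lists, the members with the highest and the lowest ratio could be named. After the results had been seen, 1 gene was left out of the gene lists and is not reported here. Lists, the main comparisons, the naming rule and most alternatives were set before the data were examined. Alternatives were other TPM filters, pseudocounts, fold thresholds, scaling of the counts by TMM (edgeR 4.0.16) or by median-of-ratios size factors (DESeq2 1.42.0), centring of the ratio on its median, the FPKM ratio, thresholds on the counting interval, merging of rows with the same symbol, and rescaling without the 10 highest genes. Removal of a trend on GC content and transcript length (medians in 20 bins each), removal of genes with a near-identical copy, and restriction to protein-coding genes were added after the data had been seen. Transcript sequences of GENCODE vM21 were assigned to 24171 genes, and the longest transcript of each gene was used. A near-identical copy was a transcript of another gene with at least 95% identity over at least 50% of the shorter sequence (blastn 2.17.0). Calculations were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and in R 4.3.3.

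The procedures were tested on simulated data, with counts drawn from the real means and totals. Of 132 genes simulated with more than a 2-fold change, 132 were called, and 2 of 8597 other genes past the filter were called. The counting interval held the simulated ratio for 95.2% of 8729 genes. Of 500 lists of unrelated genes, 25 fell outside the central 95% of their random lists. Removal of a planted GC and length trend lowered the SD of the log2 ratio from 0.36 to 0.12 across 8456 genes.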

Results

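Gene expression in E14-Sox2 TA/WT cells was set against that of parental E14 cells by RNA-seq to find which genes depend on the O-GlcNAc site at threonine 258 of Sox2, a transcription factor of pluripotent cells. O-GlcNAc is a sugar attached to serine or threonine residues, and alanine cannot carry it. Each genotype had 1 library, with 60263536 reads counted in E14 and 44609228 in E14-Sox2 TA/WT cells. Reads were found for 17645 genes in E14 and 16764 in E14-Sox2 TA/WT cells, and 8586 and 8594 genes, respectively, reached a TPM of 10. The 10 genes with the most reads took 5.23% of the reads in E14 and 4.70% in E14-Sox2 TA/WT cells. None of the differences below has a replicate check in these data, and the 95% intervals given with log2 ratios cover the counting of reads alone. The study also measured some of the putative target genes in both cell lines by real-time quantitative PCR, which was not analysed here.

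The edited residue lies in the single exon of Sox2 on chromosome 3 (34650405 to 34652461, GRCm38), inside the coding sequence (34650416 to 34651375, stop codon included). The guide TTACCTCTTCCTCCCACTCC matched the sense strand from 34651185 to 34651204 without a mismatch and was followed by the PAM AGG. The donor of 120 bases differed from the reference at 2 positions, counted from the first base of the coding sequence. The change A772G at 34651187 turns codon 258 from ACC (threonine) into GCC (alanine). The change G792A at 34651207 turns codon 264 from AGG into AGA, leaves arginine in place and removes the PAM. The gene table holds no sequence, so the edit itself could not be seen in these data.

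Sox2 (Entrez gene 20674) was expressed at a TPM of 372.5 in E14 (28936 reads) and 274.2 in E14-Sox2 TA/WT cells (14270 reads). The log2 ratio was -0.44 (95% counting interval -0.47 to -0.41), short of the 2-fold threshold, and it moved most with a trend on GC content and transcript length removed, to -0.29, while the FPKM ratio gave -0.59. Among the enzymes that add and remove O-GlcNAc, Ogt had a log2 ratio of 0.28 and Mgea5, which encodes Oga, had 0.04. The sign for Mgea5 changed with the scaling of the libraries, and the signs for both changed with the trend removed.

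Of 9094 genes with a TPM of at least 10 in at least 1 library, 379 had more than 2-fold upregulated expression and 370 had more than 2-fold downregulated expression in E14-Sox2 TA/WT cells. These 749 genes were 8.24% of the genes past the filter. The share that was upregulated was 50.6% (Wilson 95% interval 47.0% to 54.2%), and this balance depended on the scaling of the libraries, with 304 upregulated and 438 downregulated genes (41.0% upregulated) when the ratio was centred on its median and 278 and 496 (35.9% upregulated) with the FPKM ratio. The upregulated count moved most with the fold threshold, to 1291 at 1.5-fold and 104 at 3-fold, and the downregulated count moved most with the filter, to 1366 at a TPM of at least 1. The counting interval lay wholly past 2-fold for 294 upregulated and 286 downregulated genes, and it excluded no change for all 749. Sampling of reads alone gave a median of 1 gene past 2-fold in 100 simulated pairs of libraries, with a range of 0 to 6. With an assumed biological coefficient of variation of 0.1, 0.2 or 0.4, the median was 2, 159 or 2241 genes. The variation between cultures of 1 genotype was not measured, so the share of the 749 genes that exceeds it is unknown. Of the 749 genes, 698 were protein-coding, and 51 upregulated and 80 downregulated genes changed at least 4-fold.

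**Figure D1:**
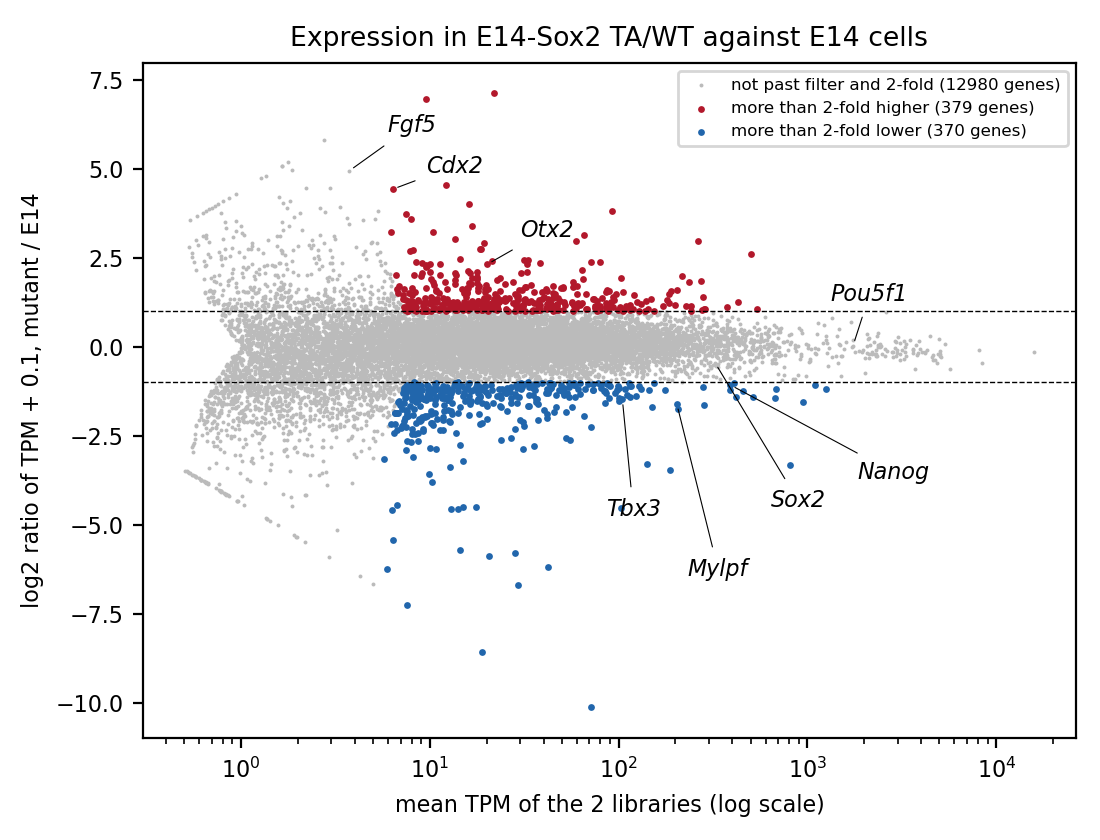
Each point is 1 gene with a TPM of at least 1 in either library, plotted by the mean TPM of the libraries (log scale) and the log2 ratio of TPM + 0.1 in E14-Sox2 TA/WT over E14 cells, with dashed lines at a 2-fold change. The 379 upregulated genes (red) and 370 downregulated genes (blue) lie on both sides in similar numbers, Sox2 and Pou5f1 lie inside the lines, and Fgf5 is grey because its TPM stayed under 10.

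The 8 upregulated genes with the counting interval farthest from no change were Apoo-ps, Mir5136, Gbp2b, Cdx2, Gbp2, Atp6v0c, T and Fndc3c1. Cdx2 rose from 32 to 554 reads (log2 ratio 4.69, 4.17 to 5.25) and T from 62 to 606 reads (3.88, 3.50 to 4.28). The guanylate-binding protein genes Gbp2 (140 to 1584 reads, log2 ratio 4.08) and Gbp2b (82 to 1394 reads, 4.68) are neighbours on chromosome 3, and Fndc3c1 on chromosome X rose from 170 to 1492 reads (3.71). The 8 downregulated genes were Atp6v0c-ps2, 5730408K05Rik, Gm13139, Rplp2-ps1, Xlr5a, Cox6a2, Efhc2 and Xlr3a. Efhc2 on chromosome X fell from 3282 to 33 reads (log2 ratio -6.10, -6.64 to -5.61). Cox6a2 fell from 315 reads to 0, which is at least 70.4-fold lower. Xlr3a fell from 2892 to 32 reads, and because its near-identical copies Xlr3b and Xlr3c fell as well, the reads of the 3 genes summed gave a log2 ratio of -5.16. Xlr5a and its copies summed gave -6.89.

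Several of these extreme genes are uncertain, because the counting of shared reads is not stated. Atp6v0c-ps2 fell from 5044 reads to 1 (at least 1127-fold lower) while its near-identical parent gene Atp6v0c rose from 444 to 4210 reads, and their summed reads gave a log2 ratio of 0.20. Apoo-ps rose from 4 to 544 reads while Apoo fell from 1782 to 628 reads, with a summed log2 ratio of -0.03. Rplp2-ps1 fell from 1508 to 9 reads beside a parent gene, Rplp2, with 44950 and 31779 reads. Gm13139 fell from 7215 to 202 reads, and its log2 ratio was -6.33 with TPM, which departs from a constant ratio to FPKM at this gene, and -4.73 with FPKM. It has 2 near-identical copies, and the reads of the 3 genes summed gave a log2 ratio of -1.12. Mir5136 (8888699 to 8888774 on chromosome 19) lies across the end of 5730408K05Rik (8888387 to 8888770), and the former went from 1 to 31 reads (at least 15.4-fold higher) while the latter went from 458 reads to 0 (at least 102-fold lower). Of the 744 genes past 2-fold with a transcript sequence, 37 had a near-identical copy, and 15 of the 37 fell under 2-fold when reads were summed over the copies.

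The putative target genes of Sox2 T258 O-GlcNAcylation were examined next. The study chose these lists partly on the same libraries, so their direction here is not independent evidence. All 6 putative genes activated by the modification were more than 2-fold lower in E14-Sox2 TA/WT cells, and 3 of them remained so with the GC and length trend removed. Mylpf changed most, from 7241 to 1603 reads (log2 ratio -1.60, -1.68 to -1.52), followed by Tbx3 (-1.47), Aard (-1.42), Mfge8 (-1.10), Pdgfa (-1.08) and 2410137M14Rik (-1.04). The interval of 2410137M14Rik, with 305 and 100 reads, ran from -1.38 to -0.71, and that of Pdgfa from -1.19 to -0.96, so at this depth neither was resolved from a change of less than 2-fold.

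All 17 putative repressed genes examined had higher TPM in E14-Sox2 TA/WT cells, and 10 of them passed both the filter and 2-fold. These were Pou3f1 (log2 ratio 2.49), Irf1 (1.60), Sall2 (1.39), Fgf15 (1.27), Egln3 (1.27), Dnmt3b (1.16), Kcnk1 (1.15), Krt18 (1.12), Satb1 (1.04) and Fzd2 (1.02). The interval of Fzd2 ran from 0.87 to 1.16 and that of Satb1 from 0.94 to 1.14, so both lay at the threshold within counting error. Fgf5, Enpp2, Zfp608 and Oasl2 were more than 2-fold higher but had a TPM under 10 in both libraries. Fgf5 changed most, from 11 to 386 reads (5.69, 4.83 to 6.70). Bcl11b, Rab25 and Cxcl12 rose less than 2-fold, with log2 ratios of 0.93, 0.89 and 0.82, and were also under a TPM of 10. The list medians were -1.25 for the activated genes, below all random lists matched on expression, and 1.26 for the repressed genes, above all of them. Because the lists were chosen partly on these libraries, these ranks are not evidence either.

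**Figure D2:**
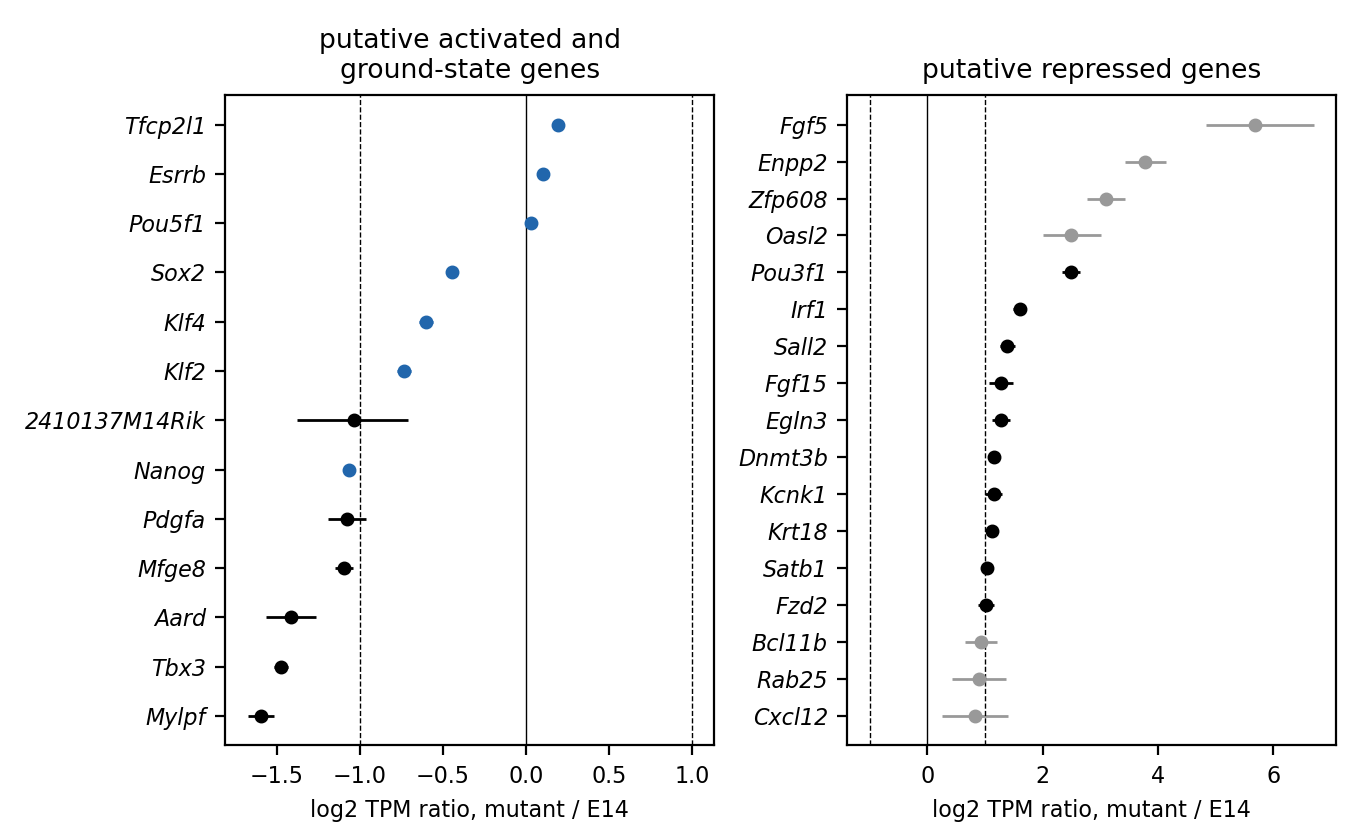
Log2 TPM ratio (E14-Sox2 TA/WT over E14) of the putative activated genes (black) and ground-state genes (blue, left panel) and of the putative repressed genes (right panel), with bars for the 95% counting interval and dashed lines at 2-fold. Repressed genes in grey had a TPM under 10 in both libraries. Tbx3 belongs to both groups of the left panel, where the ratios run from -1.60 for Mylpf to 0.19 for Tfcp2l1.

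Genes of the ground state of self-renewal moved unevenly. Pou5f1 was nearly level (TPM 1725 and 1759, log2 ratio 0.03), as were Esrrb (0.10) and Tfcp2l1 (0.19), whereas Nanog (-1.07) and Tbx3 (-1.47) were more than 2-fold lower and Klf2 (-0.73) and Klf4 (-0.60) fell less. The signs for Pou5f1 and Esrrb changed with the scaling of the libraries, and that for Tfcp2l1 with the GC and length trend removed (-0.25). Removal of that trend moved Pou5f1 to 0.38, so it was nearly level only without this correction. The median of the 8 ground-state genes was -0.52 (-0.55 to -0.50), at percentile 0.02 of the expression-matched random lists. The median of 16 further genes of naive pluripotency was 0.06 (0.02 to 0.08, percentile 49.6), with 9 higher and 7 lower, from Sox15 (-2.55 on the log2(TPM + 0.1) scale) to Gbx2 (2.36).

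Lineage genes were mostly higher. The 5 ectoderm genes had a median of 2.30 (1.91 to 2.40), above all 10000 random lists: Nes (2.44), Otx2 (2.33), Pax6 (2.56) and Sox1 (1.49) rose, and Tubb3 (-0.23, or 0.08 with the trend removed) changed little. Of the mesendoderm genes, 5 had a mean TPM of at least 1 and a median of 1.53 (1.48 to 1.68, percentile 99.99), where Cdx2, T, Krt8 (1.53) and Eomes (1.51) rose and Sox17 fell (-2.09). Foxa2 (43 and 17 reads) and Twist2 (8 and 10 reads) were too low for the list, and Afp had no reads. The 16 genes of the formative epiblast, the state that follows naive pluripotency, were all higher, with a median of 1.34 (1.27 to 1.45) above all random lists. Of these, 5 are among the putative repressed genes and Otx2 is an ectoderm gene, and without genes of another list from the study the median was 1.07. The primitive endoderm list went the other way (median -0.59, percentile 0.330), and the trophoblast list was higher (1.12, above all random lists), but 4 of its 11 genes are in lists from the study, and without these the median was 0.16.

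**Figure D3:**
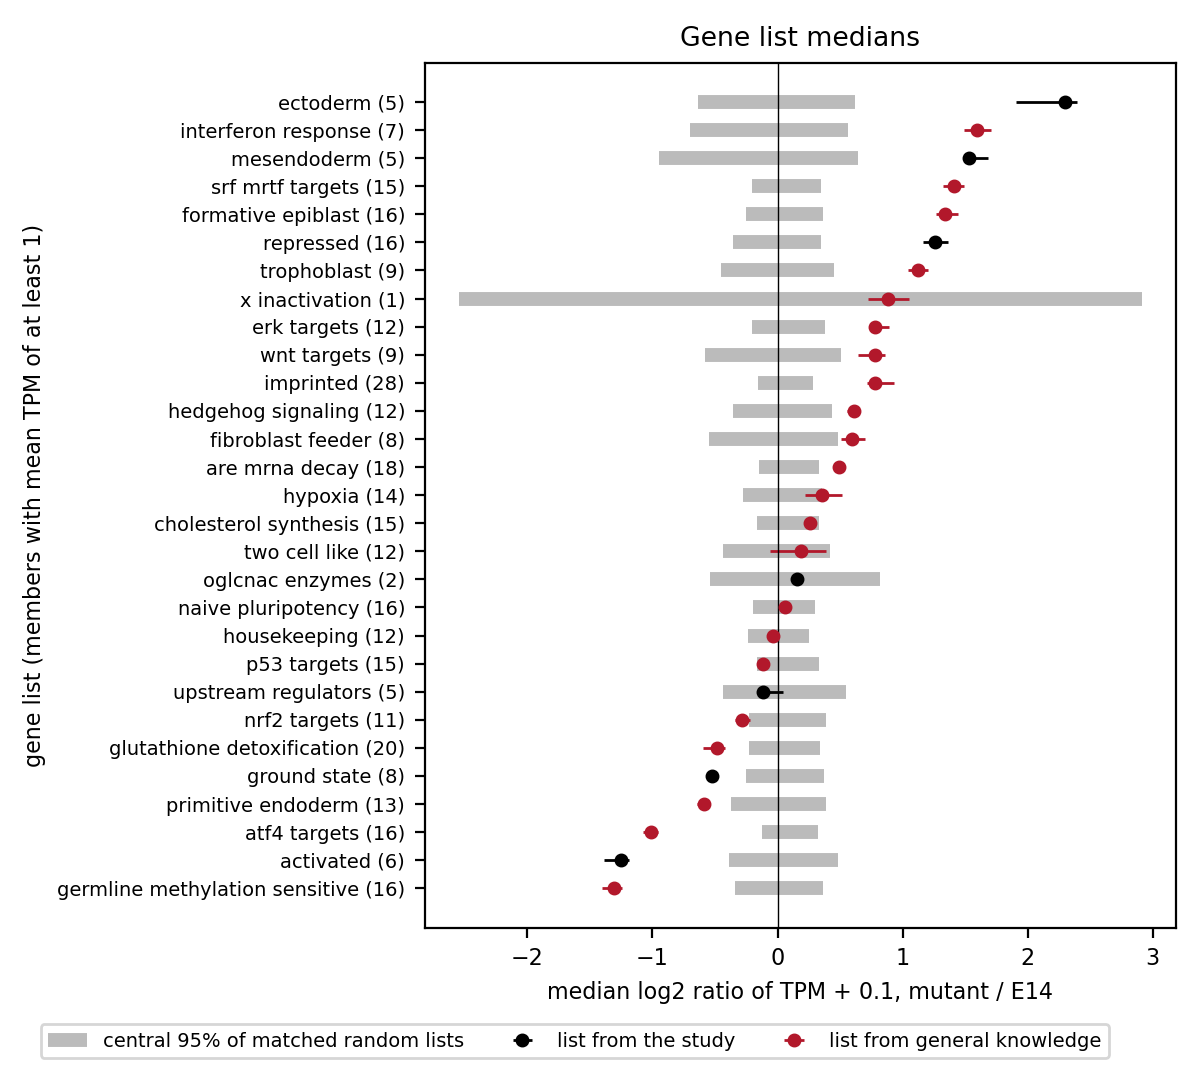
Median log2 ratio of TPM + 0.1 (E14-Sox2 TA/WT over E14) for each gene list, with bars for the 95% counting interval and grey bands for the central 95% of 10000 expression-matched random lists. The number of members with a mean TPM of at least 1 is in parentheses. The germline list is lowest (-1.31) and the ectoderm list highest (2.30).

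Lists for the pathways and upstream regulators that the study examined were compared in the same way. Targets of Atf4 had a median of -1.01 (-1.07 to -0.95), below all random lists, with 16 of 16 members lower, from Nupr1 (-3.47) to Slc7a5 (-0.11). Atf4 itself fell from a TPM of 748 to 279 (log2 ratio -1.42). Of the other named regulators, Slc7a5 (-0.11), Ppp1r15b (0.06) and Mkl1 (0.36), the gene for Mrtfa, changed little, and the interval of Ucp1 (67 and 32 reads) ran from -1.15 to 0.13. The sign for Ppp1r15b changed with the scaling and with the trend removed, and that for Slc7a5 with the trend removed. The 5 regulator genes had a median of -0.11 (percentile 20.4) and the 2 O-GlcNAc enzymes 0.16 (percentile 52.4). The study called the function of Atf4 and Ucp1 inhibited and that of Ppp1r15b, Mrtfa and Slc7a5 activated. Those calls came from a pathway analysis of the changed genes, so the RNA of the regulators themselves does not test them. Both medians pool genes of opposite direction or action, so neither is read as a result. Targets of Srf and Mrtf had a median of 1.41, above all random lists, with Tagln highest (3.15). Glutathione detoxification genes had a median of -0.48 (percentile 0.01) and Nrf2 targets -0.29 (percentile 1.04), whereas hedgehog signaling genes (0.61, percentile 99.86) and genes of AU-rich element mRNA decay (0.49, percentile 99.94) were higher. With the GC and length trend removed, the last list had a median of 0.30 (percentile 97.36), inside the central 95% of random lists.

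Among the remaining lists, germline genes that are sensitive to DNA methylation were lowest (median -1.31, -1.41 to -1.25), with 16 of 16 lower and below all random lists. Imprinted genes (0.78) lay above all random lists. Erk targets (0.78, percentile 99.99), interferon response genes (1.60, percentile 99.99), Wnt targets (0.78, percentile 99.73) and fibroblast genes (0.59, percentile 98.91) were also high in the main setting. The interferon median was 0.25 without the 2 members that are putative repressed genes, Irf1 and Oasl2, and the Wnt median was 0.12 over members with a mean TPM of at least 10. Hypoxia genes (0.36, percentile 97.54) lay at the edge of the central 95%, while cholesterol synthesis genes (0.26, percentile 91.04) and genes of the 2-cell-like state (0.19, percentile 76.6) lay within it. So did housekeeping genes (-0.04, percentile 39.2). The p53 targets lay within it (-0.11, percentile 5.28) but outside it with the trend removed (-0.19, percentile 0.700), as were the hypoxia genes (0.48, percentile 99.70). The X-inactivation list had 1 expressed member, Tsix (0.88, percentile 89.1). None of the 49 Y-chromosome genes had a read in either library, and the Y-linked list therefore gave no value. Whether reads could be assigned to chromosome Y is not stated, so the absence of reads does not tell whether the chromosome was present.

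Genes were finally grouped by chromosome, because a clone can differ from its parental line in copy number. The median log2 ratio of all 13269 genes with a mean TPM of at least 1 was 0.04. The 724 genes of chromosome 8 had a median of 0.26, above all random sets, and the 547 genes of chromosome 15 had a median of -0.20, below all random sets. The other chromosomes ran from -0.07 (chromosome 7) to 0.14 (chromosome X), and those 2 also lay outside all random sets. Relative to all genes, the shift was 0.22 for chromosome 8 and -0.24 for chromosome 15, and it moved most with the GC and length trend removed for the former (0.26) and without genes past 2-fold for the latter (-0.20).

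**Figure D4:**
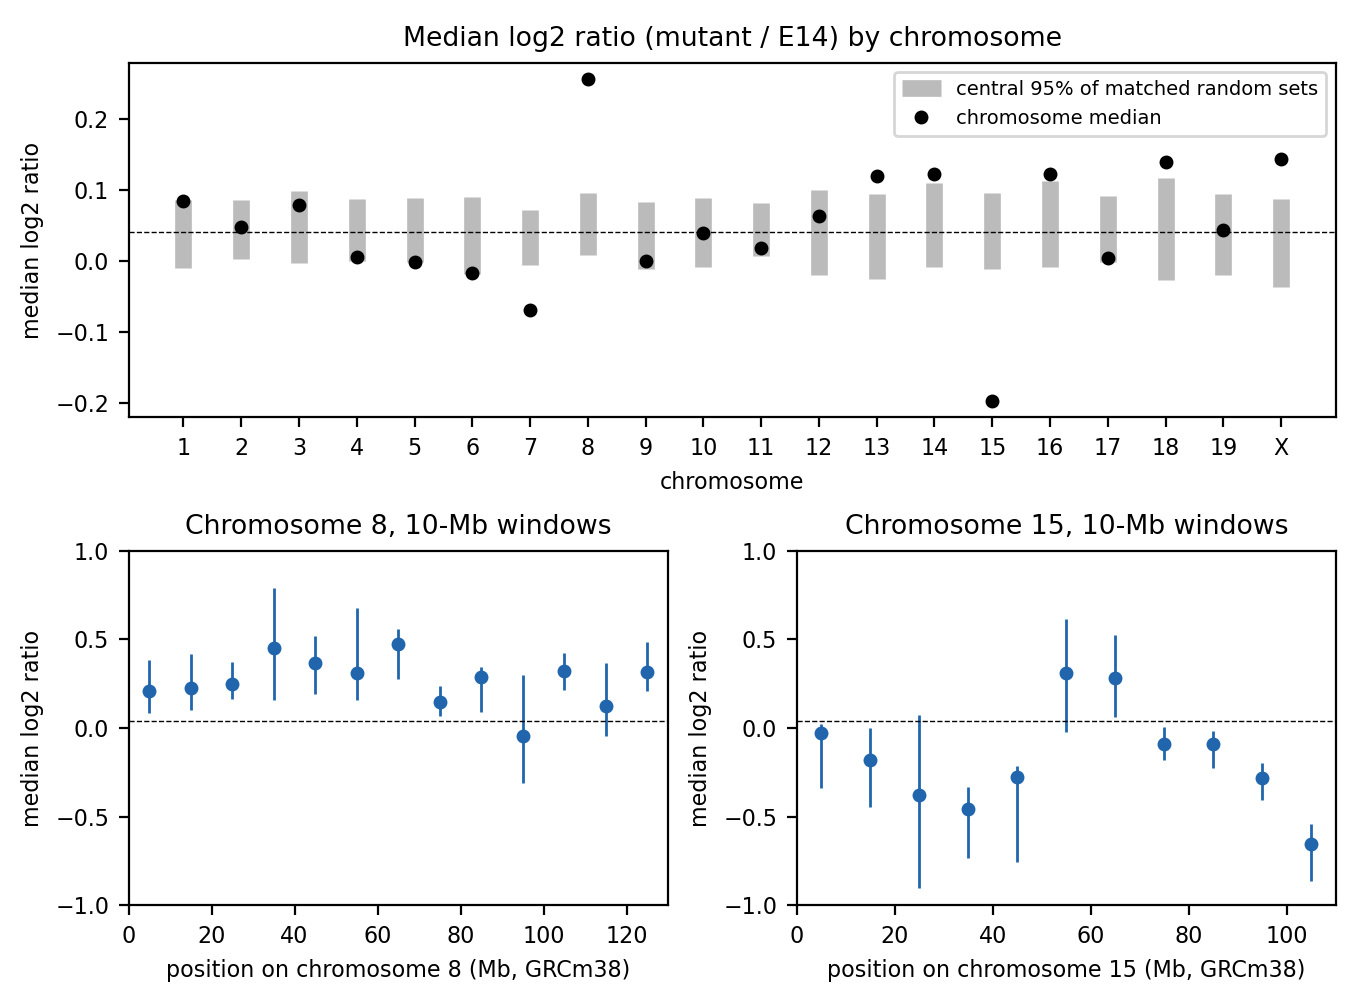
Top, median log2 ratio (E14-Sox2 TA/WT over E14) of each chromosome, with grey bands for the central 95% of expression-matched random gene sets and a dashed line at the median of all genes (0.04). Bottom, medians in 10-Mb windows along chromosomes 8 and 15 with 95% bootstrap intervals over genes. On chromosome 8, 12 of 13 windows lie above the dashed line, and on chromosome 15 the windows run from -0.65 to 0.31.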

Values the study reported

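The study reported 447 genes with upregulated and 324 genes with downregulated expression among those that differed more than 2-fold between E14-Sox2 TA/WT and E14 cells.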

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

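The test in this part was chosen after the result was seen. At 7 genes (Eno1b, Rnaset2b, Srp54b, Gm5801, Gm21304, Mir684-1 and Snord53) the deposited TPM was under 10 in both libraries, while the deposited FPKM, which the main comparison did not use, would have placed them past the filter in at least 1 library once multiplied by the constant ratio of TPM to FPKM. Eno1b had 42724 reads and an FPKM of 396 in E14, and 39674 reads and an FPKM of 497 in E14-Sox2 TA/WT cells, but a TPM of 0.0389 and 0.0903. Rnaset2b had 1028 and 410 reads and an FPKM of 16.6 and 8.93, beside a TPM of 1.52 and 0.0131. Across the table, TPM departed by more than 1% from its constant ratio to FPKM at 72 genes. All 72 of them carry transcript IDs placed at several loci, as do 385 genes in all. This points to the way the authors' TPM was assigned to copies of a transcript as a candidate explanation for the low TPM. A change of expression at these genes is a separate question that was not tested. The TPM ratios of these genes, such as -6.86 for Rnaset2b, are not read as changes. Of the genes past 2-fold, 1 (Gm13139) was among the 72.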

How the results depend on the processing

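The main settings were a TPM of at least 10 in at least 1 library, a 2-fold threshold and no pseudocount. The number of upregulated genes (379) and of downregulated genes (370) stayed within 1.5 times under the pseudocounts, the scalings, the mean-TPM filter, the counting-interval rules, rescaling without the 10 highest genes, and the alternatives chosen after seeing the data. A filter at a TPM of at least 1 gave 886 and 1366 genes, at 5 it gave 597 downregulated genes, and at 20 it gave 212 downregulated genes. A threshold of 1.5-fold gave 1291 and 955 genes and one of 3-fold gave 104 and 136. These alternatives admit more or fewer genes by construction.

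The share of upregulated genes (50.6%) has no stable direction. It changed sides to 39.3% and 46.1% at a TPM of at least 1 and 5, 49.5% with a pseudocount of 1, 46.1% with TMM, 48.0% with median-of-ratios scaling, 41.0% (304 against 438 genes) with the ratio centred on its median, 35.9% (278 against 496) with FPKM, 48.7% without the 10 highest genes, 43.3% at 3-fold and 49.6% for protein-coding genes. It was 56.1% at a TPM of at least 20, 54.7% at a mean TPM of at least 10 and 57.5% at 1.5-fold. For the scalings the cause is their construction: the median log2 TPM ratio of genes with a mean TPM of at least 10 was 0.09, at the median gene TMM lowered the ratio by 0.05 and median-of-ratios by 0.02, and the FPKM ratio lay at -0.14 relative to TPM. For the filters the cause was not tested.

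Sox2 stayed lower and within 2-fold, at -0.49 with TMM, -0.53 when centred, -0.59 with FPKM and -0.29 with the GC and length trend removed. The putative activated targets past 2-fold numbered 3 to 6 of 6, with 3 after the GC and length trend was removed, 5 at a TPM of at least 20, at a mean TPM of at least 10 and with a pseudocount of 1, and 4 where the interval had to lie wholly past 2-fold. The putative repressed targets (10) numbered 7 to 14, except 5 at a TPM of at least 20, since fewer genes pass that filter. Merging rows by symbol changed nothing, since symbols were unique.

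The ground-state median stayed negative, at -0.57 with TMM, -0.61 when centred, -0.44 without genes of another list from the study and -0.36 with the GC and length trend removed. The naive median was -0.0048 with TMM, 0.015 with median-of-ratios and -0.032 when centred, so its sign is not determined. The formative median stayed positive, at 1.25 with log2(TPM + 1), 1.16 for members with a mean TPM of at least 10, 1.25 when centred and 1.07 without genes of another list from the study. The mesendoderm median was 1.48 over all members with any signal, 1.44 when centred and 1.85 with the trend removed, and the ectoderm median 1.28 with log2(TPM + 1), which pulls low genes toward 0. Relative to all genes, chromosome 8 stood at 0.19 for genes with a mean TPM of at least 10, 0.18 without genes past 2-fold and 0.26 with the trend removed, and chromosome 15 at -0.22, -0.20 and -0.21. For these list and chromosome values the cause was not tested.

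Of 398 values of 57 other named genes, 288 stayed within the counting interval, 95 moved without a change of sign (63 toward 0 and 32 away) and 15 reversed. Those 15 were Esrrb (-0.042 with FPKM), Mgea5 (-0.0082 with TMM, -0.051 when centred, -0.11 with FPKM), Pou5f1 (-0.020, -0.060 and -0.12 likewise), Ppp1r15b (-0.029 when centred, -0.084 with FPKM) and, with the trend removed, Mgea5 (-0.15), Ogt (-0.0093), Ppp1r15b (-0.11), Slc7a5 (0.052), Tfcp2l1 (-0.25) and Tubb3 (0.082). Another 6 named genes had 3 reads or fewer in a library and were left out. Of 215 values of the 24 other lists, 154 stayed, 58 moved and 3 reversed: the O-GlcNAc enzymes (-0.079) and housekeeping genes (0.085) with the trend removed, and 2-cell-like genes (-0.18) over all members with any signal. No paired analysis was possible because each genotype has 1 library. Depth limits genes with few reads, such as Twist2 and Ucp1, whose intervals include no change.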

Other observations

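The tests on sampling of reads and without genes past 2-fold were planned, those on the GC and length trend, near-identical copies and windows were chosen after the patterns but before the values of the tests were seen, and the others were chosen after the results were seen.

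The number of genes past 2-fold (749) was set against technical explanations. Sampling of reads gave a median of 1 gene. A trend was present across genes, which are not independent replicates: the log2 ratio rose with transcript length (Spearman rho 0.30) and fell with GC content (rho -0.23), and its median was -0.18 for transcripts of at most 2038 bases and 0.30 for those of at least 4650 bases. After the trend was removed, 557 of the 749 genes remained past 2-fold, so the trend does not account for most of them, although it bears on the rest. Of the genes past 2-fold, 37 had a near-identical copy by the criterion used, so shared reads of such copies do not account for most of them, although reads can also be shared with less similar or overlapping genes. Variation between cultures of 1 genotype cannot be told apart from the edit, because each genotype has 1 library. Draws with an assumed coefficient of variation of 0.2 gave a median of 159 genes past 2-fold, and draws with 0.4 gave 2241. The observed 749 lies between these, and the true value was not measured.

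Pseudogenes and their parent genes moved in opposite directions in several pairs. The summed reads of Atp6v0c and Atp6v0c-ps2 had a log2 ratio of 0.20, those of Apoo and Apoo-ps -0.03, and those of Hnrnpa1 and Gm10052 -0.44, although Hnrnpa1 went from 7809 to 31172 reads and Gm10052 from 64040 to 4282. Hnrnpa1 and Gm10052 fall outside the naming rule and were chosen after their values were seen. A candidate explanation is that reads common to both copies were assigned differently in the 2 libraries. A real switch between a pseudogene and its parent gene is not excluded, and reads would be needed to tell.

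Chromosome 8 genes were higher as a set. The shift relative to all genes was 0.26 after the GC and length trend was removed, which argues against that trend as the whole cause. It was 0.18 without genes past 2-fold. A median over 724 genes hardly depends on a few strong genes, so this value is no test of them. The shift reached 12 of 13 windows of 10 Mb (13 of 13 with the trend removed), and both quartiles of the log2 ratio were shifted (0.27 and 0.17). An extra copy of chromosome 8 in part of the E14-Sox2 TA/WT cells is therefore a candidate explanation. A change from 2 to 3 copies in every cell would add 0.58, so the observed shift would correspond to 32.3% of cells if expression followed copy number. This is a hypothesis found and tested on the same libraries. DNA was not analysed here, and a shift of many genes by regulation is also open. If it holds, genes on chromosome 8 such as Sox1, Kcnk1 and Klf2 carry that difference as well as any effect of the edit.

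Chromosome 15 genes were lower as a set, by -0.21 after the trend was removed, which argues against that trend as the whole cause. The shift was -0.20 without genes past 2-fold, which again is no test of a few strong genes. Copy number of the whole chromosome was tested with the windows of 10 Mb, of which 9 of 11 lay below all genes, fewer than the nearly complete set that this explanation needs, so that it cannot be told apart from changes in parts of the chromosome. The shift was not even. The 47 genes from 50 to 70 Mb, a stretch picked after the windows had been seen and therefore no test, had a median of 0.28 (bootstrap interval 0.04 to 0.52), which was 0.06 with the trend removed. With that removal 8 of 11 windows lay below all genes, and the 260 genes from 70 to 90 Mb had a median of 0.05. Without it, the window from 30000001 to 40000000 had -0.45 (-0.74 to -0.33) and the last window had -0.65 (-0.86 to -0.54). Losses of segments or regulation of neighbouring genes are open and were not tested.

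The formative list was higher, with a median of 1.41 after the trend was removed. A first test of cell composition used the naive list (median 0.06), whose members went both ways and decided nothing, and it was replaced. If the mutant culture only held fewer undifferentiated cells, markers of other cell types would rise together. The ectoderm (median 2.30) and mesendoderm (1.53) lists were higher. So was the trophoblast list (1.12, or 0.16 without genes of lists from the study). The primitive endoderm list was lower (median -0.59). Pou5f1 was nearly level in the main setting (log2 ratio 0.03), but it stood at -0.12 with FPKM and at 0.38 with the trend removed. Of the 14 primitive endoderm genes, 13 had a TPM of at least 1 in E14, so a small share of such cells in E14 would lower the list as well. The lists therefore do not decide whether cell composition changed. The study saw part of the E14-Sox2 TA/WT cells flatten and stain weakly for alkaline phosphatase, so a mixed culture remains open. A shift of the mutant cells toward a formative state, as an effect of the edit, the clone or the culture history, is in line with these values and remains a hypothesis.

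Targets of Atf4 were lower and stayed so after the trend was removed (median -0.84). Atf4 responds to nutrient and other stress, so the state of the cultures at harvest and an effect of the edit are both open, and neither was tested.

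Germline genes that are sensitive to DNA methylation were lower in 16 of 16 cases, with a median of -1.35 after the trend was removed. The de novo methyltransferase gene Dnmt3b was higher (log2 ratio 1.16), which is in line with a gain of promoter methylation, but without methylation data this cannot be told apart from other repression. Imprinted genes were higher after the trend was removed (median 0.82). Before its removal, 20 of 28 members rose, and the ratios ran from -1.41 for Ascl2 to 3.11 for Magel2. Different imprinting states of the clone and the parental line may underlie this, which expression values alone did not test.

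Targets of Srf and Mrtf were higher, with Tagln rising from a TPM of 13.1 to 117. Fibroblasts in the mutant culture would bring their abundant transcripts, but the summed TPM of Col1a1, Col1a2, Dcn, Lum and Postn was 2.92 in E14 and 3.94 in E14-Sox2 TA/WT cells. Most of this sum was Col1a1 (2.66 and 2.95), and Dcn, Lum and Postn had no reads. Col3a1, left out of the sum, rose from 15 to 151 reads but reached a TPM of only 1.28. These low levels argue against fibroblasts as the main source, although a small share of them is not excluded. The fibroblast list was higher (median 0.59, and 1.25 over all members with any signal), with 6 members higher and 2 lower. Of its 13 genes, 2 (Acta2 and Tagln) are Srf and Mrtf targets themselves. Actin-related regulation in flatter cells is a hypothesis that was not tested.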
